A study of Sus scrofa with 26 samples. Its data were reported in "Multi-tissue metabolic and transcriptomic responses to a short-term heat stress in swine" (2024).

How the data were processed

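RNA from the subcutaneous adipose tissue (SCAT) of 26 pigs was measured on 26 one-colour microarrays printed with porcine probes, with 1 animal per array. Per the labels, the pigs belonged to 3 breeds, namely Creole, Large White (LW) and their cross (F1), and were kept either at thermoneutrality (TN, 24 °C) or under heat stress (HS). The labels give the heat stress as 30 °C, whereas the text of the series gives 32 °C for 5 days. Neither value enters a calculation. The TN pigs were slaughtered before the rise in temperature, so that the temperature, the day of slaughter and the age at slaughter cannot be separated. The paper also reported a lower feed intake under HS, which cannot be separated from the temperature either.

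The scanner files deposited by the authors hold, for each spot, the median and mean pixel intensity and the median intensity of the local background, none of them normalized. They also hold a processed intensity, from which Feature Extraction subtracted the background and removed spatial trends within each array, without scaling between arrays. The other columns used in the deposited files are flags set by the same software for spots well above background, saturated spots and non-uniform spots. The series matrix deposited by the authors holds log2 values of the quantile-normalized median pixel intensity for 44104 probes. The rule by which these probes were retained is not stated, and the matrix served only as an alternative.

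Each array had 60306 spots that were not controls, for 60305 probes. The number of probes well above background ranged from 41314 to 46185 per array, which was from 68.51% to 76.58% of the spots. The median spot was from 3.562 to 4.721 times brighter than the median negative control of the same array. No spot was saturated, and up to 16.0 spots per array were set to missing because they were non-uniform. The precision of the comparisons is limited by the number of arrays.

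Median pixel intensities were quantile-normalized without background correction and transformed to log2 in R 4.3.3 with limma 3.58.1 and the data.table package, version 1.17.8. Spots of the same probe were averaged. Probes well above background on at least 8 arrays were retained, which is the size of the smallest breed, leaving 44703 probes. Linear models were fitted to each probe with lmFit and eBayes with an intensity trend. The effect of temperature (HS minus TN) was estimated with breed as a fixed effect. The breed effects (any difference between breeds, LW minus Creole, and F1 minus the mean of LW and Creole) were estimated with temperature as a fixed effect. The changes within each breed and the interaction between breed and temperature came from a model with 6 group means. The p-values were adjusted by the Benjamini-Hochberg method over all tested probes, with a threshold of 0.05. The random effects of pen, slaughter day, father and mother that belong to the model of the authors are not given by the labels and were left out.

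Gene symbols came from the accessions and symbols of the annotation columns in the files, matched to a table of pig genes for the assembly Sscrofa11.1. Of the spots, 9589 were named through an accession, 14322 through a symbol and 201 through a synonym, and 36194 had no name. Among the tested probes, 20989 had a gene symbol, for 10006 genes. No genome sequence was used, so probes were not realigned.

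Named genes were chosen by the following rules. The genes that the study names for SCAT, and the heat shock families, were each represented by the probe with the highest mean level. For the temperature effect, the 5 largest rises and the 5 largest falls were taken among named probes past the threshold with the same sign in all 3 breeds, well above background on every array of at least one temperature. For LW minus Creole, the 3 largest rises and the 3 largest falls were taken among named probes past the threshold that were well above background on every array of at least one of these breeds. For the interaction and for F1 minus the mid-parent, the 3 named genes with the smallest p-values were taken. Some of the genes that these rules select are not reported here. An array was counted in the direction of a change when it lay on that side of the TN mean of its own breed.

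Gene sets were tested with camera (preset correlation 0.01) on the temperature effect, with 1 probe per gene. Of the sets written from general knowledge, 28 with at least 5 measured genes were tested. They were 19 sets of functions, namely complex I subunits, complexes II to V subunits, fatty acid synthesis, triglyceride synthesis and lipid droplets, lipolysis, fatty acid oxidation, cholesterol synthesis, glycolysis, the TCA cycle, branched-chain amino acid breakdown, 3 sets of heat shock proteins, antioxidant enzymes, endoplasmic reticulum stress, the circadian clock, cytosolic ribosomal proteins, the interferon response and the cell cycle, and 9 lists of cell markers. The score of a list on an array was the mean over its genes of the log2 level minus the mean of that gene over all arrays. Lists of nerve and adrenal markers were drawn up later, after the largest changes had been seen.

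The alternatives tried one at a time were the processed intensity scaled to the 75th percentile of each array, background correction by normexp with an offset of 50, the values of the series matrix, no filter on dim probes, a filter on all arrays, the slide as a fixed or as a random block, array weights, non-uniform spots kept, no breed term, eBayes without the trend, only the arrays of 1 breed in the fit, fry and an estimated correlation in place of the preset one for the gene sets, the mean of all probes of a gene, and leaving out each array in turn. The comparisons, the tests, the rules for the named genes, the gene sets and all of these alternatives were fixed before the data were examined. Other splits of the arrays into groups of the same sizes were also fitted, 100 for each comparison and all 56 within Creole. Group differences of single measures were tested with a two-sided permutation test with 1e+05 resamples.

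The calculation was tested on simulated data with the same number of arrays, in which 200 probes were changed by 1 on the log2 scale. Of these, 97.5% were recovered for the temperature effect, 86.5% within Creole, 88% within F1, 86.5% within LW, 73% for the interaction, 95% for LW minus Creole and 95.5% for F1 minus the mid-parent. The share of false calls ranged from 3.54% to 5.81%. A lowered set was recovered and 0 other sets were called. The noise was drawn independently for each probe, without differences between breeds. The simulation therefore does not show how often probes or sets are wrongly called where genes vary together. Recovery of smaller changes of single probes was not measured. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3.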

Results

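The data collected are the expression profiles of the subcutaneous adipose tissue (SCAT) of 26 pigs, each measured on its own one-colour microarray. The pigs came from Creole, from Large White (LW) and from the cross of both breeds (F1). At thermoneutrality (TN) there were 3 Creole, 4 F1 and 4 LW pigs, and under heat stress (HS) there were 5 pigs of each breed, that is 11 TN and 15 HS arrays. The arrays were spread over 5 slides, and every slide held arrays of both temperatures. A median of 43271 probes per array was well above background, with a range from 41314 to 46185. The share of spots well above background was 71.9% ± 2.28 (SD, n = 11) in TN and 72.3% ± 1.20 (SD, n = 15) in HS, a difference smaller than the spread between arrays (two-sided permutation test, p = 0.581). Correlations across probes between arrays of the same group ranged from 0.974 to 0.993, and those between arrays of different groups from 0.972 to 0.992. Probes are not independent replicates. The number of arrays limits the precision of all values below, which are log2 intensities and their differences.

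The first comparison addressed the response of SCAT to heat stress across breeds. Of the 44703 tested probes, 5452 were differentially expressed between HS and TN after adjustment for breed, with 2314 higher and 3138 lower in HS. They stood for 1665 named genes. The changes were small, with a median absolute log2 change of 0.28, and 59 probes changed by more than 1 on the log2 scale. Of the alternative settings of the model and the processing, the one without the breed term moved the count most, to 3531 probes, all of them among the 5452. The count ranged from 3971 to 6566 when each array was left out in turn. With the slide as a fixed block 6019 probes were differentially expressed, and 92.0% of the 5452 remained. The score of 5 red blood cell markers was lower in HS by 0.32 on the log2 scale (permutation test, p = 0.00124), and with this score as a covariate 528 probes were differentially expressed, and 9.57% of the 5452 remained. The slaughter day differed between the temperatures and cannot be separated from them, and neither can the lower feed intake that the paper reported under HS.

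The same change was then estimated within each breed, to see whether the breeds differed in their response. In Creole, 24 probes were differentially expressed (4 higher and 20 lower in HS). In F1 there were 188 probes (50 higher and 138 lower), and in LW there were 678 (184 higher and 494 lower). Creole and F1 shared 10 of these probes, Creole and LW shared 2, and F1 and LW shared 36. These counts depended on the processing more than the breed-adjusted one. With the slide as a fixed block they were 3 in Creole, 4 in F1 and 114 in LW. The Creole count was 0 when any 1 of 13 of the 26 arrays was left out, arrays of the other breeds among them, and 178 without Creole HS replicate 3. The F1 count was 0 without any 1 of 4 arrays (F1 TN replicates 1 and 2, F1 HS replicates 2 and 5) and 500 without Creole HS replicate 5. The LW count was 111 without LW TN replicate 2 and 1141 without Creole HS replicate 5.

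A higher count in one breed than in another is not a difference between breeds, which was tested by the interaction. The interaction between breed and temperature was past the threshold for 1 probe with limma, and 2337 probes had an unadjusted p under 0.05. This probe, A_72_P123631, has no gene name and was singled out after its values had been seen. It fell by 1.16 on the log2 scale in LW, from 7.72 ± 0.13 (SD, n = 4) to 6.57 ± 0.22 (SD, n = 5), whereas its change was 0.03 in Creole and -0.08 in F1 (adjusted p = 0.00129). With the slide as a fixed block 0 probes passed, at an unadjusted p under 0.05 for 2053 probes, and without Creole HS replicate 4 there were 4 probes. Among named genes, the smallest p-values for the interaction were those of TOMM20, PIGL and AKTIP, none of which passed (adjusted p = 0.83 for each). PIGL changed by 0.05 in Creole, 0.44 in F1 and -0.57 in LW.

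The changes in the 3 breeds were correlated across the tested probes. The coefficient was 0.341 between Creole and F1, 0.420 between Creole and LW and 0.296 between F1 and LW. Of the 5452 probes, 98.6% changed in the same direction in all breeds, against 44.1% of all tested probes and 25% by chance. These probes were chosen on the same arrays.

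**Figure D1:**
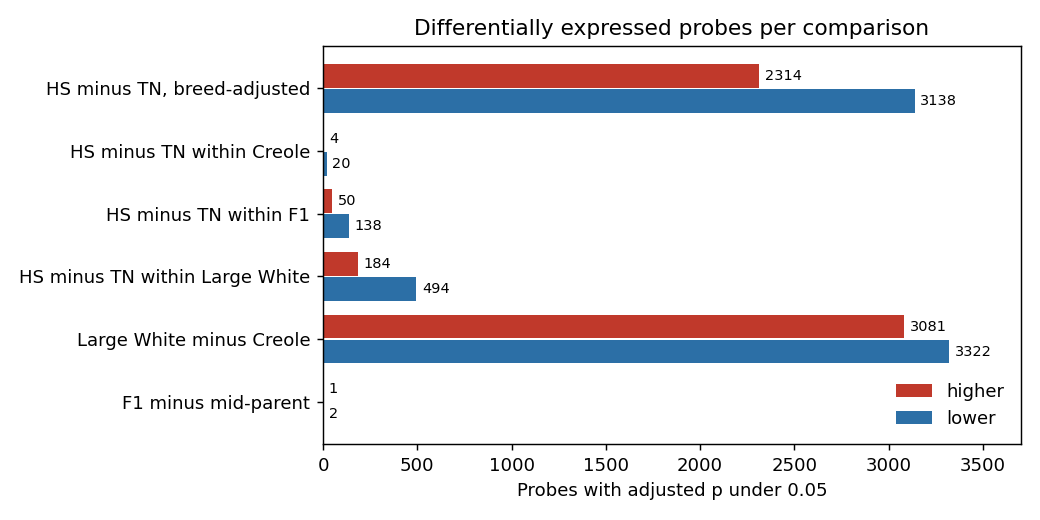
Number of differentially expressed probes (horizontal axis, adjusted p under 0.05) for each comparison (vertical axis), with probes higher in the first group in red and lower in blue. The breed-adjusted effect of temperature had 2314 higher and 3138 lower probes, and LW minus Creole had 3081 higher and 3322 lower probes.

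The genes with the largest changes between HS and TN were taken next. Among the rises, MBP went from 10.90 ± 0.49 (SD, n = 11) in TN to 12.04 ± 0.63 (SD, n = 15) in HS, a log2 change of 1.15 (adjusted p = 0.000555, higher in 15 of 15 HS arrays). CILP rose by 1.25 (adjusted p = 0.0125, 15 arrays), TF by 1.18 (adjusted p = 0.000994, 15 arrays) and KRT18 by 1.1 (adjusted p = 0.00246, 14 arrays). The size for TF depended on the setting, with a change from 0.45 to 1.65 over the alternatives, and 2 of its 4 other probes were past the threshold. In a list of 14 other nerve and Schwann cell markers, chosen after the leading genes had been seen, 10 genes rose.

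The largest fall was that of ME1, from 13.71 ± 0.73 (SD, n = 11) to 12.06 ± 1.25 (SD, n = 15), a log2 change of -1.68 (adjusted p = 0.00261, lower in 15 of 15 HS arrays). STAR changed by -1.52 (adjusted p = 0.00072, 14 arrays) and SLC2A5 by -1.27 (adjusted p = 0.0109, 13 arrays). SULT2A1 changed by -1.47 (adjusted p = 0.0398, 13 arrays). Its adjusted p was above the threshold when any 1 of 15 arrays was left out, with 0.0748 without LW TN replicate 2. Without the breed term neither SULT2A1 nor SLC2A5 passed, with adjusted p of 0.0822 and 0.0675. All of the other probes for these genes changed in the same direction, and SLC2A5 had no other probe. In a list of 9 other adrenal cortex markers, chosen after STAR and SULT2A1 had been seen, 1 gene rose.

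The genes that the study names for SCAT were then measured. The study chose them on the same samples, so their changes here are not independent evidence. Of these 10 genes, 6 were past the threshold over all tested probes, and 8 were past it when adjusted over the list alone. PRDX3 changed by -0.45 (adjusted p = 0.00035) and was lower in 15 of 15 HS arrays, with all of its 15 other probes in the same direction. ELOVL6 changed by -0.85 (adjusted p = 0.00512, 13 arrays) and PLA2G7 by -0.43 (adjusted p = 0.0158, 14 arrays). FASN changed by -0.20, from 18.65 ± 0.06 (SD, n = 11) to 18.46 ± 0.24 (SD, n = 15), with an adjusted p of 0.0307 and 11 of 15 HS arrays lower. Leaving out any 1 of 5 arrays took FASN above the threshold, with an adjusted p of 0.0586 without LW TN replicate 2. Over the other alternatives its change ranged from -0.60 to -0.19 and its adjusted p from 0.00604 to 0.0927. All of its 4 other probes fell.

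AHR rose by 0.22 (adjusted p = 0.019, 12 of 15 HS arrays), and 1 of its 2 other probes rose. CYBA rose by 0.42 (adjusted p = 0.000127, 15 of 15 HS arrays), but its 1 other probe changed in the opposite direction, and the mean of both probes rose by 0.14 with an adjusted p of 0.145. LPL was not past the threshold, with a change of 0.12 (adjusted p = 0.667) that became -0.0026 with the intensities scaled to the 75th percentile. SOD1 changed by -0.10 (adjusted p = 0.177), SOD2 by -0.25 (adjusted p = 0.1) and MAPK6 by -0.26 (adjusted p = 0.0721), all above the threshold. SOD2 passed without LW TN replicate 1 (adjusted p = 0.0412), and MAPK6 passed without any 1 of 3 arrays, with 0.0258 without Creole HS replicate 3. With the 75th percentile scaling SOD1 and SOD2 were past the threshold (adjusted p = 0.0243 and 0.0215), and with array weights MAPK6 was (adjusted p = 0.0242).

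**Figure D2:**
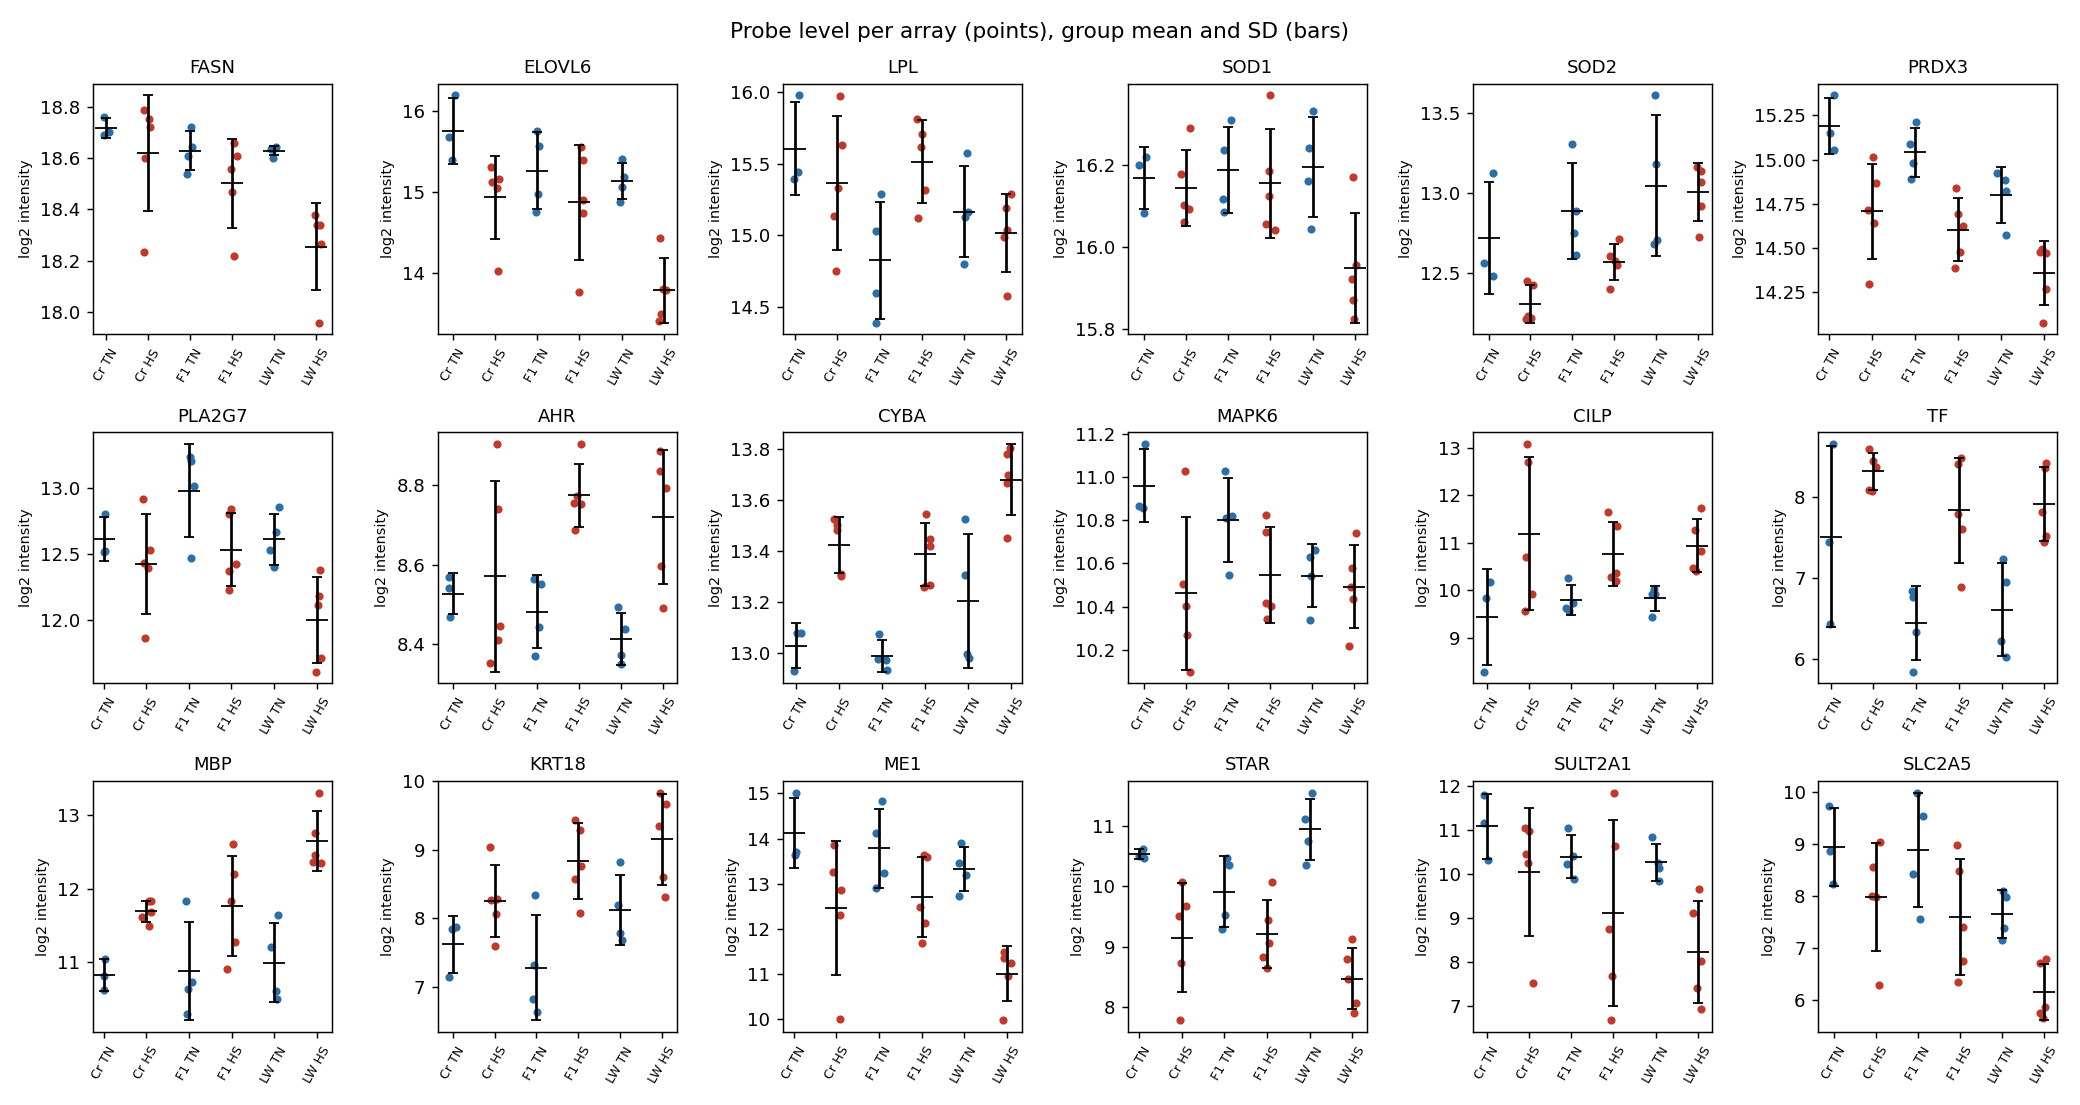
Level of 18 named genes on each array (vertical axes, log2 intensity) in the 6 groups (horizontal axes, breed and temperature, with Cr for Creole), where points are arrays in blue for TN and red for HS, and bars are the mean and SD of each group. The levels of PRDX3 and ME1 were lower in all 15 HS arrays than the TN mean of their breed, and those of CYBA and MBP were higher.

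Among the heat shock families, 13 of 44 measured genes were past the threshold, and 15 were past it when adjusted over the list alone. Of the 11 HSPA genes (HSP70 family), 3 passed, and each was lower in HS. HSPA14 changed by -0.27 (adjusted p = 0.0105, 12 of 15 HS arrays), HSPA13 by -0.25 (adjusted p = 0.0364, 13 arrays) and HSPA12A by -0.49 (adjusted p = 0.0403, 14 arrays). HSPA13 lost its place when any 1 of 14 arrays was left out (adjusted p = 0.0632 without LW TN replicate 3), and HSPA12A with any 1 of 12 (adjusted p = 0.0875 without Creole TN replicate 2). Over the other alternatives the adjusted p reached 0.0924 for HSPA13 and 0.169 for HSPA12A. Of the 29 DNAJ genes (HSP40 family), 9 passed, all of them lower in HS, and 21 of the 29 fell. The median change of the DNAJ genes was -0.12, and it was -0.15 and -0.08 under the other scalings tried. DNAJB12 had the smallest adjusted p of the family (-0.23, adjusted p = 0.00145, 15 of 15 HS arrays). DNAJB6 was above the threshold without any 1 of 10 arrays, DNAJB9 without either of 2 arrays and DNAJC4 without LW TN replicate 2, with adjusted p of 0.0673, 0.0537 and 0.0515 without this last array. Without the breed term DNAJC19 and DNAJB6 did not pass (adjusted p = 0.0651 and 0.0671), and with the 75th percentile scaling DNAJC4 did not (adjusted p = 0.0636). HSP90B1 was higher in HS by 0.21 (adjusted p = 0.0111, 13 of 15 HS arrays), but it was not past the threshold with the mean of all its probes or with the intensities scaled to the 75th percentile (adjusted p up to 0.212 over the alternatives). HSP90AA1 had the largest rise of the 3 measured HSP90 genes, 0.27, but was not past the threshold (adjusted p = 0.132, 13 of 15 HS arrays), except without Creole HS replicate 5 (adjusted p = 0.0256). HSP90AB1 changed by 0.04 (adjusted p = 0.542), and its change was -0.06 with the 75th percentile scaling. HSPH1 changed by -0.27 and was not past the threshold (adjusted p = 0.149), except without Creole HS replicate 3 (adjusted p = 0.00964).

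The functions that the study links to SCAT were examined through gene sets. Of the 28 sets tested with camera, 15 were past the threshold, with 5 higher and 10 lower in HS. Of these, 11 also passed with fry, and 0 passed with a correlation estimated for each set, where the smallest adjusted p was 0.0638. Among 100 splits of the arrays, 7 gave as many sets, the real split included, and the median of the other splits was 7 sets. Leaving out each array in turn gave from 10 to 19 sets.

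The strongest fall was that of the cell cycle set, with a median log2 change of -0.67 over 22 genes (adjusted p = 3.11e-15), of which 17 were past the threshold singly. Fatty acid oxidation had a median change of -0.24 over 22 genes (adjusted p = 9.16e-09), the TCA cycle -0.29 over 15 genes (adjusted p = 1.34e-07), complexes II to V of the respiratory chain -0.18 over 35 genes (adjusted p = 1.34e-07) and complex I -0.13 over 33 genes (adjusted p = 1.2e-06). Fatty acid synthesis had a median change of -0.34 over 18 genes (adjusted p = 9.63e-06), and the HSP40 set -0.13 over 28 genes (adjusted p = 0.000755). All 15 genes of the TCA cycle fell, as did 31 of 33 genes of complex I and 16 of 18 of fatty acid synthesis. Each of these 7 sets passed with fry and without any single array.

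Antioxidant enzymes (-0.12, adjusted p = 0.0332), branched-chain amino acid breakdown (-0.13, adjusted p = 0.0332) and cholesterol synthesis (-0.22, adjusted p = 0.0347) were also lower. Their calls were lost without any 1 of 4, 1 and 8 arrays, with adjusted p of 0.054 without Creole HS replicate 5, 0.0543 without LW TN replicate 1 and 0.0723 without F1 HS replicate 2. Cholesterol synthesis did not pass with fry (adjusted p = 0.0952) or with the filter on all arrays (adjusted p = 0.0738).

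Of the sets that rose, fibroblast and matrix markers had a median change of 0.24 over 16 genes (adjusted p = 1.87e-05), passed with fry and without any single array, and all 16 genes rose. Cytosolic ribosomal proteins rose by 0.06 (adjusted p = 0.00203), but their median was -0.03 with the 75th percentile scaling, and they did not pass with fry. Endoplasmic reticulum stress rose by 0.04 (adjusted p = 0.0471), a call lost without any 1 of 14 arrays (adjusted p = 0.0826 without LW HS replicate 3), its median was -0.0058 with that scaling, and with 6 of the 12 alternatives that keep all arrays it did not pass (adjusted p up to 0.587). Skeletal muscle markers (0.51, adjusted p = 0.0255) and macrophage markers (0.15, adjusted p = 0.0347) did not pass with fry. Their calls were lost without any 1 of 4 and of 6 arrays, with adjusted p of 0.103 without LW TN replicate 4 and 0.121 without Creole TN replicate 2.

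The 13 other sets did not pass with camera. Their median changes were -0.38 for red blood cell markers (adjusted p = 0.0814), -0.15 for lipolysis, -0.14 for glycolysis, -0.08 for triglyceride synthesis and lipid droplets, -0.08 for HSP70 and HSP110, -0.03 for adipocyte markers and -0.03 for endothelial markers. They were 0.63 for keratinocyte markers (adjusted p = 0.058), 0.05 for T cell markers, 0.04 for the interferon response, and 0.03 for each of B cell markers, the circadian clock and the set of HSP90 and others. The mean change and the median differed in sign for adipocyte markers and for the interferon response, where the test followed the mean. Leaving out 1 array brought some of these sets past the threshold. The adjusted p was 0.00922 for keratinocyte markers without LW TN replicate 1, 0.0321 for glycolysis and 0.0277 for HSP70 and HSP110 without Creole HS replicate 3, 0.0413 for triglyceride synthesis without LW HS replicate 5 and 0.0417 for red blood cell markers without F1 HS replicate 5. Other alternatives did so as well. Triglyceride synthesis passed with 5 of the 12 that keep all arrays (adjusted p down to 0.00196 with the 75th percentile scaling), keratinocyte markers with 4 of 11 (down to 0.0231 without the filter on dim probes), glycolysis with 2 of 12 (down to 0.0219 with the 75th percentile scaling), red blood cell markers with 2 of 11 (down to 0.0313 with fry) and HSP70 and HSP110 with 1 of 12 (0.0495 without the filter). With the estimated correlation the adjusted p of these sets was between 0.396 and 0.488.

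**Figure D3:**
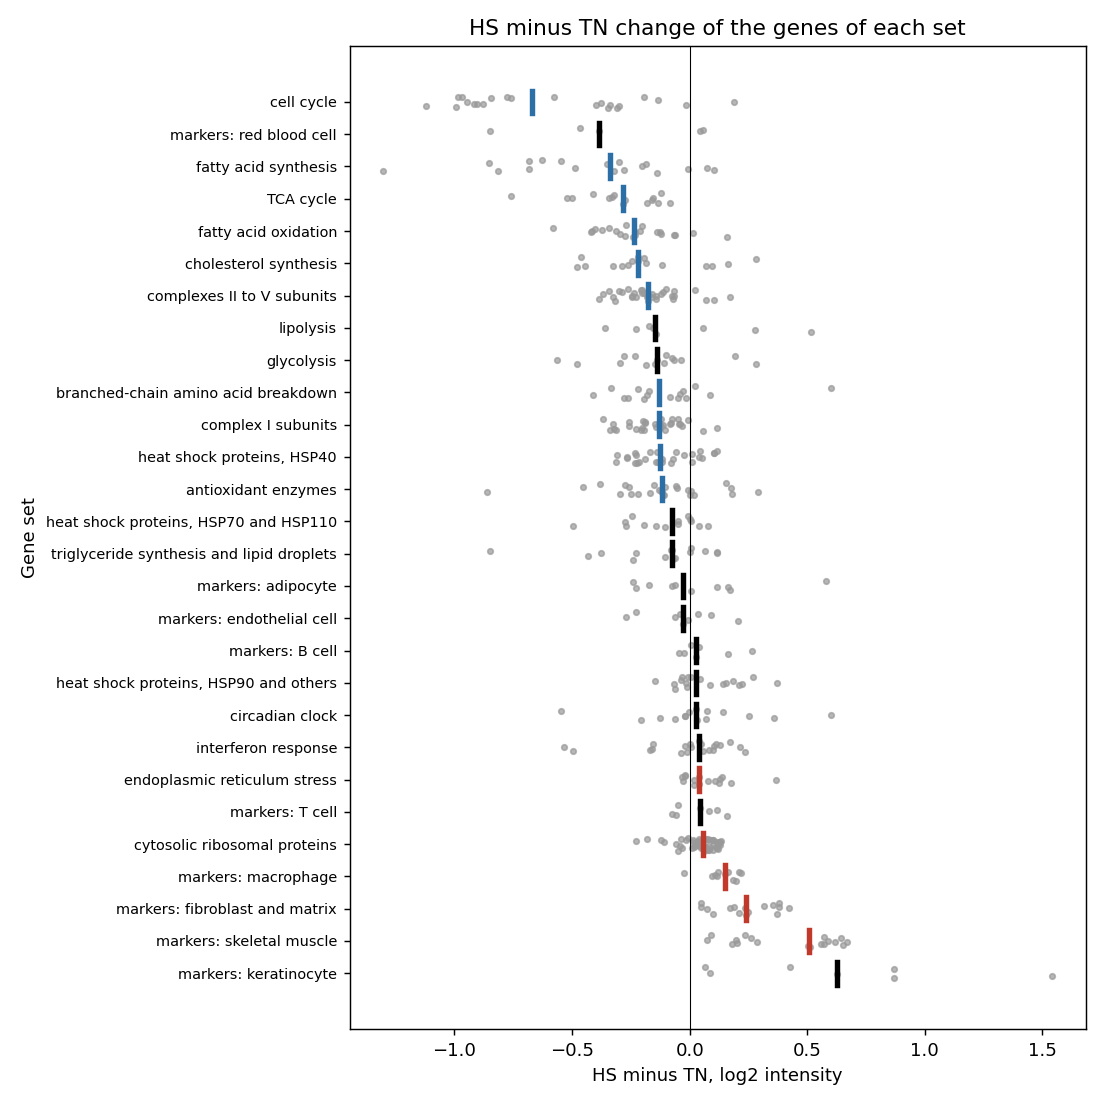
HS minus TN change (horizontal axis, log2 intensity) of each measured gene (grey points) in the 28 gene sets (vertical axis), with the median of each set as a bar, coloured blue (lower) or red (higher) for the 15 sets past the threshold with camera and black for the others. The bars run from -0.67 for the cell cycle to 0.63 for keratinocyte markers, and the small rises of cytosolic ribosomal proteins and endoplasmic reticulum stress, and that of the set of HSP90 and others, turned to falls with the 75th percentile scaling.

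Breed was the other factor of the design. The expression of 5061 probes differed between the breeds, and 6403 probes differed between LW and Creole, with 3081 higher and 3322 lower in LW. They stood for 2076 named genes, and 245 probes differed by more than 1 on the log2 scale. With each array left out in turn, the count of LW minus Creole ranged from 4825 to 8189. Of the 5452 probes of the temperature effect, 1547 also differed between LW and Creole, against 781 expected if both calls were independent. Both calls used the same fit and the same spread of each probe, so they are not independent. The excess alone does not link heat to breed. For a called probe, the other probes of its gene had the same direction in 89.4% of cases for LW minus Creole and in 94.3% for HS minus TN, at the same size of change.

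The largest named differences between LW and Creole were the following. LOC100524282 was 14.11 ± 0.53 (SD, n = 9) in LW and 10.36 ± 2.82 (SD, n = 8) in Creole, a log2 difference of 3.76 (adjusted p = 0.00204, 8 of 9 LW arrays above all Creole arrays). SAL1 was higher in LW by 2.80 (adjusted p = 0.00404, 5 of 9 arrays). One probe of SOD2 was higher by 2.47 (adjusted p = 0.0118, 4 of 9 arrays), and 3 of its 7 other probes were also past the threshold. SELENOF was 5.64 ± 0.13 (SD, n = 9) in LW, where 2 of 9 arrays were well above background, and 9.88 ± 0.54 (SD, n = 8) in Creole, a fitted log2 difference of -4.24 whose size depends on the background in LW (adjusted p = 9.69e-05, 9 of 9 LW arrays below all Creole arrays). None (0) of its 5 other probes was past the threshold. The log2 difference of SELENOF ranged from -6.13 to -0.78 over the alternatives, the smallest being the mean of all its probes. CYCS differed by -3.50 (adjusted p = 0.00403, 7 of 9 arrays), with 8 of its 13 other probes past the threshold. The log2 difference ranged over the alternatives from -4.02 to -0.77 for CYCS, from 0.54 to 3.02 for SOD2 and from 2.12 to 3.85 for LOC100524282, in each case with the value nearest 0 for the mean of all probes of the gene, so that these sizes belong to single probes. C1GALT1 was well above background on 0 of 9 LW arrays and on 8 of 8 Creole arrays. With the processing used here it was at least 9.31-fold higher in Creole (adjusted p = 3.29e-06). Its log2 difference ranged from -5.84 to -2.70 over the alternatives and from -3.34 to -3.14 with each array left out. The bound of 9.31-fold therefore does not hold under every setting.

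The cross was compared with the mean of the parental breeds to see whether it departed from it. F1 differed from the mid-parent for 3 probes, of which 1 was higher and 2 were lower, and 3885 probes had an unadjusted p under 0.05. With the slide as a fixed block the count was 0, with 3315 probes at an unadjusted p under 0.05, and it was 51 without Creole TN replicate 2. None of these 3 probes has a gene name, and they were singled out because there are so few. A_72_P097651 was higher in F1 than the mid-parent by 1.30 (adjusted p = 0.00896). Its mean was 6.19 in Creole, 9.06 in F1 and 9.34 in LW, so that F1 lay between the breeds. A_72_P038316 was lower in F1 than the mid-parent (adjusted p = 0.0215, 0.0535 without F1 TN replicate 1). It was well above background on only 3 of 9 F1 and 5 of 9 LW arrays, so that the size of its difference depends on the background, with -1.26 to -0.31 over the alternatives (adjusted p up to 0.162). The last probe changed by -0.58 (adjusted p = 0.0149). Among named genes, AKR1E2 (1.32, adjusted p = 0.0586), GSTA4 (-0.42, adjusted p = 0.0744) and CYTB (0.60, adjusted p = 0.0744) had the smallest p-values and did not pass. They passed when any 1 of 7, 4 and 4 arrays was left out, with adjusted p of 0.00295, 0.0362 and 0.0172 for AKR1E2 without F1 TN replicate 2 and for GSTA4 and CYTB without Creole TN replicate 2. They also passed with array weights, with 0.0295 for AKR1E2, 0.0462 for GSTA4 and 0.0295 for CYTB.

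Over the 6403 probes that differed between LW and Creole, F1 lay between both breeds for 89.6%. On a scale from 0 for Creole to 1 for LW, its median position was 0.35, and it ranged from 0.315 to 0.396 with each array left out. A different measure was used with probes chosen at one temperature and the position taken at the other. It was the summed F1 minus Creole difference over the summed LW minus Creole difference, for the 6403 probes of smallest p-value. These positions were 0.430 and 0.432, within the jackknife standard error of 0.154 of the mid-parent at 0.5. They cannot be set directly against the median of 0.35.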

Values the study reported

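For SCAT, the study reported 37,276 expressed probes. It reported 1572 differentially expressed probes between HS and TN, which stood for 741 unique annotated genes.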

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

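The tests of this part were fixed before their results had been seen, but A_72_P123631 and A_72_P038316 were included only because they had passed the threshold. In groups of 4 and 5 arrays, the highest or the lowest array was set against the others by Dixon's ratio of its gap to the range of the group and its 95% critical value. Of 240 groups tested, 16 held such an array, where chance gives about 1 in 20, that is 12. The number of such arrays is therefore close to that given by chance, and each of them below rests on a single animal.

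Among the marker scores, the adipocyte score of F1 HS replicate 3 was -0.32, with the other arrays of its group from 0.03 to 0.13. The red blood cell score of F1 TN replicate 1 was 0.57, with the others from 0.10 to 0.17. Residual blood in this sample and a biological difference of this animal both remain open, and neither was tested for this array alone. For the whole set of arrays, 9.57% of the probes of the temperature effect remained with the red blood cell score as a covariate, a test that could not separate blood from temperature.

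Among the genes of the temperature effect, FASN was 17.96 in LW HS replicate 3 (others from 18.27 to 18.38), ELOVL6 was 14.03 in Creole HS replicate 5 (others from 15.05 to 15.30) and SULT2A1 was 7.52 in the same array (others from 10.23 to 11.04). Each of these arrays lay in the direction of the change of its gene. Without LW HS replicate 3 the change of FASN was -0.17 instead of -0.20. With each array left out in turn, the change of ELOVL6 ranged from -0.94 to -0.78 and that of SULT2A1 from -1.70 to -1.28. Measures of the signal strength of each array were tested in the same way, and no array stood out in them. No biological explanation was tested for these single animals.

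Several arrays stood out for probes that differed between LW and Creole. For the SOD2 probe with the largest of these differences, Creole HS replicate 3 was at 9.28 (others from 6.02 to 6.69), F1 TN replicate 1 at 9.98 (others from 6.39 to 6.66) and F1 HS replicate 1 at 9.07 (others from 6.09 to 6.61), whereas the LW mean was 9.61 ± 1.27 (SD, n = 9). C1GALT1 was at 8.75 in F1 HS replicate 3 (others from 5.10 to 5.61), near the Creole mean of 8.67 ± 0.51 (SD, n = 8), and at 9.73 in Creole HS replicate 4 (others from 8.33 to 8.60). LOC100524282 was at 12.76 in LW HS replicate 2 (others from 13.99 to 14.41). Such separate levels could come from a sequence variant under the probe that some animals carry. Over the probes that differ between LW and Creole, the other probes of a gene shared the direction less often than for the temperature effect, by -4.88 percentage points, which goes with this explanation for part of those probes. A true difference of expression between genotypes remains open as well, and the genotypes were not measured.

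For the interaction and the F1 comparison, AKTIP was at 7.48 in F1 TN replicate 3 (others from 7.22 to 7.25), and GSTA4 was at 9.33 in the same array (others from 9.01 to 9.03). AKR1E2 was at 7.40 in F1 TN replicate 2 (others from 9.63 to 9.86), CYTB was at 16.72 in F1 TN replicate 1 (others from 16.47 to 16.50), and A_72_P038316 was at 5.86 in LW TN replicate 2 (others from 5.63 to 5.63). Without F1 TN replicate 2, AKR1E2 passed the threshold for F1 minus the mid-parent (adjusted p = 0.00295). No biological explanation was tested for these arrays.

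The temperature effect of 1 probe differed between breeds. The interaction of A_72_P123631 had an adjusted p of 0.00129, with a change of -1.16 in LW, 0.03 in Creole and -0.08 in F1. Its adjusted p ranged from 0.000222 to 0.0604 over the alternatives, and the highest value came from the slide as a fixed block. Of 100 splits that exchanged breeds within each temperature, 12 gave as many probes with an interaction, the real split included. Such splits also mix the differences between breeds into the interaction and the spread. They therefore cannot decide whether chance explains this count, and chance is not excluded. The probe has no gene name, and no other probe could be compared with it. Whether its fall in LW is a response to heat, or goes with lower feed intake or the day or the age at slaughter, stays open.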

How the results depend on the processing

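All the alternatives of this part were chosen before the data were examined. The count of probes differentially expressed between HS and TN, the counts of breed effects and of LW minus Creole, and the count of gene sets stayed within 1.5 times their values under every alternative, leave-one-out included, with 2 exceptions. Without the breed term, the temperature effect had 3531 probes, and with a correlation estimated for each set, 0 gene sets passed. Those 3531 probes were all among the 5452.

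The other counts moved more. With the slide as a fixed block, which leaves fewer degrees of freedom, there were 3 probes within Creole, 4 within F1, 114 within LW, 0 for the interaction and 0 for F1 minus the mid-parent. With array weights there were 82, 600, 1227, 2 and 16 probes. With only the arrays of the breed in the fit there were 1 probe in Creole and 5 in F1, but 834 in LW, where 410 of the 678 were kept. Without the filter on dim probes, more probes were tested, and 0 and 113 probes passed within Creole and F1. Within Creole, normexp gave 42 probes and the slide as a random block gave 38. For array weights, normexp, the random block, the fits of 1 breed and the estimated correlation the cause was not tested.

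Leaving out 1 array at a time gave from 0 (without any 1 of 13 arrays) to 178 probes (without Creole HS replicate 3) within Creole. It gave from 0 (without any 1 of 4 arrays) to 500 (without Creole HS replicate 5) within F1, from 111 (without LW TN replicate 2) to 1141 (without Creole HS replicate 5) within LW, from 1 to 4 (without Creole HS replicate 4) for the interaction, and from 3 to 51 (without Creole TN replicate 2) for F1 minus the mid-parent.

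Changes that reversed were all small and not past the threshold after the reversal. With the 75th percentile scaling these were the medians of cytosolic ribosomal proteins (-0.027), endoplasmic reticulum stress (-0.0058) and the set of HSP90 and others (-0.0021), and the changes of LPL (-0.0026) and HSP90AB1 (-0.059). With the mean of all probes of a gene it was the median of endothelial markers (0.0088). The cause was not tested. Leaving out 1 array at a time also changed the sign of 6 set medians. They ranged from -0.011 to 0.054 for the circadian clock, from -0.015 to 0.056 for the set of HSP90 and others, from -0.054 to 0.095 for the interferon response, from -0.0068 to 0.065 for B cell markers, from -0.044 to 0.0087 for adipocyte markers and from -0.069 to 0.0062 for endothelial markers.

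Of the comparisons of a named gene with an alternative other than leaving out an array, 555 kept their direction and their side of the threshold, 21 were no longer past it, 7 were newly past it and 2 reversed. For the gene sets these numbers were 291, 24, 14 and 4, and 15 of those 24 came from the estimated correlation. With 1 array left out, 1271 comparisons of named genes kept both, 60 were no longer past the threshold and 21 were newly past it. The 75th percentile scaling moved the median change of all probes to 0.02, against 0.0024. Signal over background limits the dim probes, since 38049 of the 44703 tested probes were well above background on all arrays.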

Other observations

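The comparison of the red blood cell score with random scores, the tests on nerve and adrenal markers and the test of the position of F1 across temperatures were chosen only after the results had been seen.

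The number of probes differentially expressed between HS and TN was 5452. That is higher than the value quoted from the study above. The number of named genes among them was 1665. That is higher than the value quoted from the study above. The pen, the parents and the day of slaughter of each pig are not given by the labels, so the pigs were treated as independent, and p-values obtained in this way are too small where pigs of the same pen, litter or day are alike.

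Several technical explanations were set against the temperature effect. Of 100 splits of the arrays within breeds, 1 gave as many probes, which was the real one, and the highest of the others gave 11 probes. Chance can be excluded for this count only if the pigs are independent, since the splits broke up pens and slaughter days. With the slide as a fixed block, 92.0% of the probes remained, which argues against the slide as the whole cause. With the skeletal muscle score as a covariate 97.8% remained, although all 18 muscle markers were higher in HS, a difference in score of 0.41 that was smaller than the spread between arrays (permutation test, p = 0.302). With the share of spots well above background as a covariate 91.9% remained. After each array had been corrected for its trend on the GC content of the probes, which were all of known GC content, 93.4% remained. These 3 values argue against muscle, signal strength and GC content as the whole cause.

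Blood is different. The red blood cell score was lower in HS by 0.32 (permutation test, p = 0.00124), with 5 of 10 listed genes measured. HBB was at 10.27 in TN and 9.41 in HS (adjusted p = 0.011), whereas SLC4A1 changed by 0.06 and ALAS2 by 0.04. With this score as a covariate 9.57% of the probes remained. However, among 100 random scores of 5 genes that were as closely tied to temperature, 23 left as few probes, the median was 18.3% and the range was from 1.49% to 65.9%. Blood and temperature therefore cannot be told apart by this covariate, since other scores that follow temperature as closely took up as much of its effect in those 23 cases. Less blood in the HS samples may contribute to the falls, and a response of the adipose tissue itself, the day of slaughter and the age at slaughter remain open as well. So does the lower feed intake that the paper reported under HS.

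The counts within breeds differed in how far chance could be excluded. In F1 and in LW, 1 of 100 splits gave as many probes, which was the real one, with 85 and 488 probes as the highest of the others. Chance can thus be excluded for these counts only as obtained with all arrays, and only if pigs of the same pen or day are independent. The F1 count was 0 without any 1 of 4 arrays, and the LW count was 111 without LW TN replicate 2. The splits did not keep the slides apart, and with the slide as a fixed block 4 probes passed in F1 and 114 in LW. In Creole 5 of the 56 splits gave as many, the highest of them 651 probes, so that chance cannot be excluded. The mean correlation of the changes between breeds was 0.352, reached by 1 of 100 splits, which was the real one, with 0.235 as the highest of the others. The 3 breeds thus shared part of their difference between TN and HS beyond chance, whatever its source.

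For the gene sets, 7 of 100 splits gave as many sets past the threshold with camera, the real one included, with 19 as the highest of the others. Chance cannot be excluded for this count. The preset correlation of 0.01 may be too low for sets whose genes vary together, as 0 of 28 sets passed with the camera correlation estimated from these arrays. The fall of the cell cycle set had an adjusted p of 0.000127 with fry, and 17 of its 22 genes were past the threshold singly.

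MBP is a gene of myelin, and its rise could reflect more peripheral nerve RNA in the HS samples. The other 14 measured genes of a list of 20 nerve and Schwann cell markers had a median change of 0.066, which was above 94.92% of random lists at the same levels. Of them, 10 rose and 3 were past the threshold (PMP22 by 0.40, PMP2 by 0.68 and MAL by 0.39), whereas SOX10 changed by 0.06, ERBB3 by -0.03 and S100B by 0.36 without passing. S100B had the highest intensity of them, at 12.13 in TN, and all 14 were well above background on at least 8 arrays of SCAT. The score of the 10 of them that were dimmer in TN than MBP rose by 0.192 (95% interval from 0.080 to 0.304), and this change minus that of MBP was -0.963 (from -1.30 to -0.623). Because these markers rose as a set but most of them by far less, nerve RNA may account for part of the rise, and a change in myelin genes themselves stays open as well.

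STAR and SULT2A1 are abundant in the adrenal gland, and RNA from the adrenal gland in the TN samples was set against a change in the tissue. The other 9 measured genes of a list of 15 adrenal cortex markers had a median change of -0.071, at percentile 8.05 of random lists. Of them 1 rose, and 1 was past the threshold (NR5A1, -0.30, adjusted p = 0.039). CYP11A1 was at 7.01 in TN and changed by -0.02. The gene with the highest intensity in the list, SCARB1, was at 15.72 in TN and changed by -0.04. All 9 genes were well above background on at least 8 arrays of SCAT. STAR itself was at 10.45 in TN. The list holds 6 genes that were dimmer in TN than STAR and SULT2A1, of which 5 were well above background on all arrays. As far as intensities of different probes can be compared, their own level would therefore not hide adrenal RNA. Their score changed by -0.102 (95% interval from -0.206 to 0.003), and this differed from the change of STAR by 1.42 (from 0.842 to 2.002) and from that of SULT2A1 by 1.37 (from 0.294 to 2.45). Without any single array the lower limits stayed above 0, at 0.737 and 0.156 or more. Adrenal RNA would have brought its abundant transcripts along, so within this limit these values argue against it as the whole cause of the falls. A change in the tissue itself, less blood, lower feed intake, and the day and age at slaughter remain open.

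For the breed comparisons, 1 of 100 splits gave as many probes for the effect of any breed and for LW minus Creole, in each case the real one. Per the paper, pens and blocks of littermates were each of a single breed, and the splits broke these up. Chance can thus be excluded for these counts only if such pigs are independent, and differences between pens or litters remain open. For F1 minus the mid-parent it was also 1 of 100, the real one, but by a narrow margin, with 3 probes against 2 in the highest of the others. These splits did not keep the slides apart, and with the slide as a fixed block 0 of the 3 probes remained, so the slide stays open for them. A sequence variant under the probe is a candidate explanation for part of the probes that differ between LW and Creole. The other probes of the same gene had the same direction in 89.4% of cases for LW minus Creole and in 94.3% for HS minus TN at the same size of change, a difference of -4.88 percentage points (95% bootstrap interval over genes from -6.33 to -3.30). Among probes that differed by more than 1 on the log2 scale, the share was 89.2% over 99 probes for LW minus Creole and 100% over 34 probes for HS minus TN. These shares cover only the 2610 of the 6403 calls of LW minus Creole that had other probes of the same named gene. For most of those the other probes had the same direction, which a variant under a single probe would not by itself produce. Agreement can also arise by chance, so it does not clear a single probe, and the other calls were not tested. True differences between the breeds remain open.

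F1 lay nearer to Creole than to LW over the probes that differ between these breeds, with a median position of 0.35 on the scale from 0 for Creole to 1 for LW. The position was 0.358 with the 75th percentile scaling, 0.350 with normexp and 0.347 with the slide as a fixed block. The selection of the probes on the same arrays could produce such a shift. With the probes chosen in HS and measured in TN, a position taken as a ratio of summed differences was 0.430. The other way round it was 0.432. The jackknife standard error of their mean was 0.154. This ratio is not the median of 0.35, which was not computed across temperatures. Selection and a true position nearer to Creole therefore cannot be told apart with this measure and these numbers of arrays.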
